A study of Homo sapiens with 6 samples. Its data were reported in "HNRNPH1 drives glioblastoma progression by regulating the splicing of cell cycle genes" (2026).

How the data were processed

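RNA sequencing was performed on U87 cells with HNRNPH1 knocked out and on U87 cells given a control guide RNA, with 3 libraries per group. Per the labels and the study's methods, total RNA was extracted with TRIzol, libraries were made with a stranded total RNA kit, and paired-end reads were sequenced on a NovaSeq X instrument. HNRNPH1 was disrupted with synthetic guide RNAs and Cas9 protein, and the edited cells were kept as a pool without cloning. Library preparation from total RNA retains RNA without poly(A) tails, so histone mRNA, snoRNA and other small RNA appear beside mRNA. Groups and replicate numbers were taken from the sample titles.

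The authors trimmed adapters and low-quality bases with Trimmomatic, dropped short reads and aligned the rest to the hg38 human genome with HISAT2. They then deposited a table of raw read counts per gene, with 1 column per library and no normalization. The counting program, its version, its use of strand and its handling of reads that match several genes are not stated. Genes carry NCBI identifiers and symbols. All 6 columns of counts were used, and every row named a gene. Total counts per library ran from 48472909 to 58183529. The median tested gene had 659 counts per library, and 71.3% of tested genes had at least 100, so counting error was small for most genes and larger for the rest. Counts per gene cannot measure splicing, and other cell lines of the study were not analysed here.

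Gene positions, exons, transcript lengths and GC content were taken from GENCODE release 44, and gene order from an NCBI RefSeq table, both on GRCh38, which is the assembly behind hg38. A RefSeq position was found for 96.3% of genes. Coordinates are counted from 1.

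Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (minimum count 10), libraries were scaled by TMM, and dispersions and quasi-likelihood fits were estimated robustly. The model held the group alone. Genes were called at a Benjamini-Hochberg adjusted p under 0.01 and a fold change over 1.5, the thresholds of the study, whose authors used DESeq2. The standard error of a log2 fold change was its size divided by the square root of the F statistic. CPM, counts scaled to a common library size, use the TMM-scaled library sizes. Fold changes are relative to the scaling, which assumes that most genes do not change, and show nothing about the amount of RNA per cell.

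Genes named in the text followed a rule set before the data were examined. They are the HNRNP H family, 7 cell cycle genes measured by the study, UHRF2, CCND1, VEGFA, CDKN1A, and the 5 largest rises and falls among called genes with at least 5 CPM on average and separated groups. The 8 gene lists were also written before the data were examined. G2/M and S phase lists came from the R package Seurat 5.3.0. Lists for hypoxia, TNF and NF-kB, ribosome biogenesis, p53 targets and interferon response were written from general knowledge, and histone genes were taken by symbol. The Hallmark collection used by the study was not used here. Lists were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01 and an adjusted p under 0.05. The position test near HNRNPH1 used 10000 random windows. A list of YAP targets and the pair TXNIP and ARRDC4 were written after a first look at the data and before those genes were examined.

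The edgeR and DESeq2 calls, the camera list test and the position test were tested on simulated counts drawn with the means, dispersions and library sizes of the real libraries. Of 200 genes changed 2-fold or 4-fold, edgeR recovered 193 in a run on 17205 genes, and 8 of 16934 unchanged genes were called. DESeq2 recovered 194 in a run on 17487 genes, also with 8 unchanged genes called. A list shifted by 0.8 had a median of 0.80. In simulated libraries without any change, 0 of 17225 genes and 0 of 8 lists were called. The means, dispersions and library sizes used for the draws carry no correlation between genes. The absence of called lists therefore does not test the preset correlation of camera. Recovery was not split by expression, so it does not show how well changes in genes with few counts are found.

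Alternatives were DESeq2 1.42.0 with its own size factors and a local dispersion trend (its parametric trend could not be fitted), upper quartile scaling, no filter, a minimum of 10 counts in every library, the replicate number as a block, leaving out each library, other thresholds, glmTreat against 1.5-fold, fry, and camera with an estimated correlation. Chosen after the data were examined were the removal of each library's trend with GC content and transcript length (genes with a GENCODE transcript, 15159), protein-coding genes tested alone, and the protein-coding calls of DESeq2. Tables were joined with pandas 2.3.3 in Python 3.11.15.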

Results

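RNA was profiled from U87 cells, an established human glioblastoma line, in which HNRNPH1 had been knocked out or left intact. HNRNPH1 encodes a nuclear RNA-binding protein of the heterogeneous nuclear ribonucleoprotein H family. Each group held 3 libraries of total RNA, and the measurement was the number of reads counted per gene. The control libraries held 52776501, 53995979 and 58183529 counts for replicates 1, 2 and 3. The corresponding knockout libraries held 50236119, 48472909 and 54019903, so the ranges of the groups overlapped. The table listed 46427 genes, of which 18753 had 0 counts in all 6 libraries. Libraries of one group had correlations of log2 expression across genes between 0.991 and 0.992, and libraries of different groups between 0.975 and 0.977. No pair of replicates agreed within sampling noise (chi-square per degree of freedom between 4.54 and 12.4), so each library was kept as a separate sample. Among the 17487 genes tested, the biological coefficient of variation, which is the spread between replicates beyond counting noise, was 0.0559.

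The groups differed in the kinds of RNA that took up the counts. Protein-coding genes held 76% ± 0.284 (SD, n = 3) of the counts in control and 71.6% ± 0.430 (SD, n = 3) in knockout libraries. The small RNAs RN7SL1, RN7SL2 and RN7SK together held 17.3% ± 0.197 (SD, n = 3) and 20.5% ± 0.748 (SD, n = 3). In both cases the 3 libraries of one group lay apart from the 3 of the other. With 3 libraries against 3, an exact permutation test of a single share cannot give a two-sided p below 0.1.

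The targeted gene was examined first, because it shows whether the labels match the libraries. HNRNPH1 (gene ID 3187) lies on the minus strand of chromosome 5 at 179614178 to 179634784 (GRCh38). In its principal annotated transcript, which has 14 exons, the start codon is in exon 2 at 179623131 to 179623133, and exon 2 spans 179623037 to 179623164. The guide RNAs of the study were aimed at this exon and the intron that follows it. HNRNPH1 stood at 247 ± 2.23 CPM (SD, n = 3; CPM are counts scaled to a common library size) in control and at 142 ± 0.991 (SD, n = 3) in knockout libraries, which was 57.6% of control. Its log2 fold change was -0.80 with a standard error of 0.024, and the adjusted p was 3.5e-13 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 3 knockout libraries lay below all 3 controls. Among the alternative analyses, upper quartile scaling moved this value most, to -0.73.

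The remaining members of the family were compared between the groups because the proteins are closely related. HNRNPF fell from 245 ± 2.80 to 185 ± 3.73 CPM (SD, n = 3 each), with a log2 fold change of -0.41 (SE 0.026) and an adjusted p of 1.5e-09. HNRNPH2 rose from 84.8 ± 1.97 to 108 ± 1.97 CPM (SD, n = 3 each), with a log2 fold change of 0.35 (SE 0.028) and an adjusted p of 3.4e-08. HNRNPH3 had a log2 fold change of 0.46 (SE 0.098) and GRSF1 one of -0.10 (SE 0.029), with adjusted p of 0.00443 and 0.00694, and neither held under 0.01 in all alternative analyses. For HNRNPH3 the adjusted p rose to 0.0243 without control replicate 2. For GRSF1 it rose to 0.308 under upper quartile scaling, with a log2 fold change of -0.04, and to as much as 0.0455 when 1 library was left out. None of these 4 changes reached 1.5-fold. HNRNPH1, HNRNPH2 and HNRNPF resemble one another in sequence, and how reads that match more than one gene were counted is not stated, so the split of counts between them is uncertain.

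**Figure D1:**
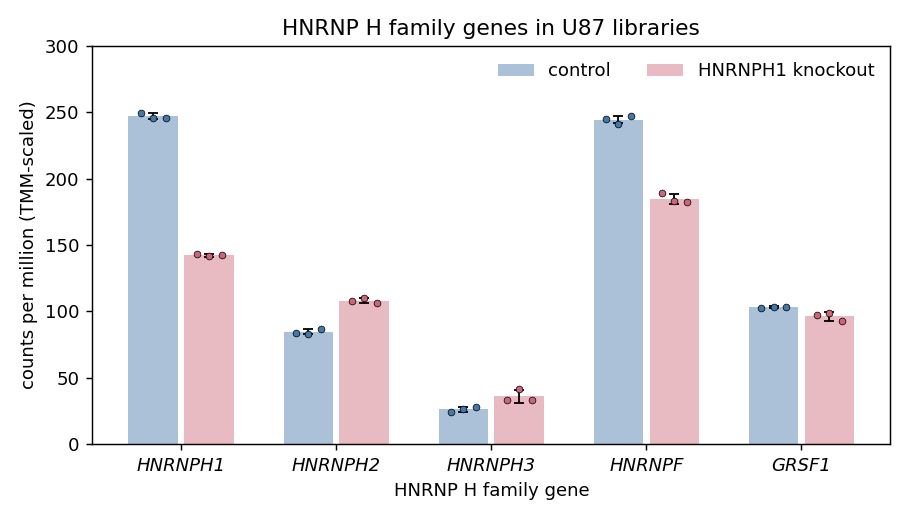
CPM (vertical axis, TMM-scaled) of the 5 HNRNP H family genes in 3 control and 3 HNRNPH1 knockout libraries. Bars are means, whiskers are SD and points are libraries. HNRNPH1 stood at 247 in control and 142 in knockout, HNRNPF was lower in all knockout libraries, and HNRNPH2 was higher in all of them.

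HNRNPH1 lies near the end of the long arm of chromosome 5, so the genes on its telomeric side were examined for a joint loss. The 32 tested genes between 179657762 and 181328195 had a median log2 fold change of -0.13, and 21 of them had a negative value. Against 10000 random windows of as many neighbouring genes on other chromosomes, this median was at percentile 9.03 (two-sided permutation p = 0.181). The middle 90% of the windows ran from -0.17 to 0.18. Without control replicate 2 the median was -0.06.

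**Figure D2:**
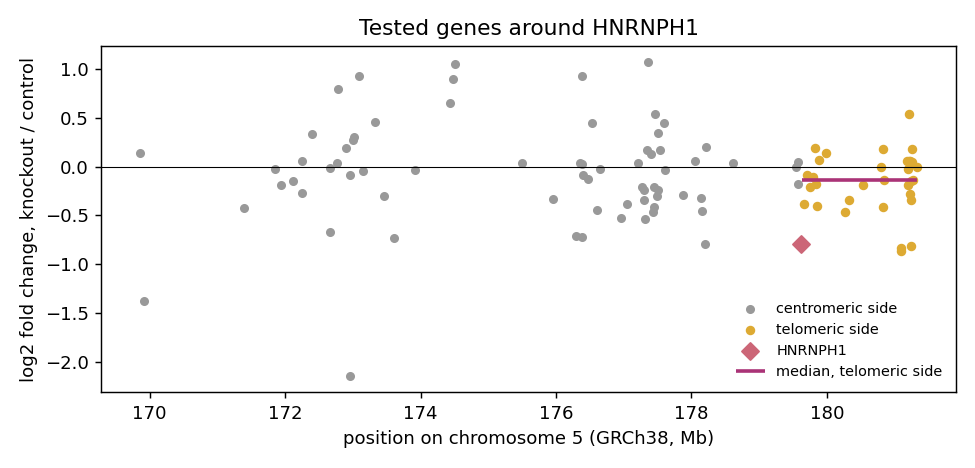
Log2 fold change (vertical axis, knockout over control) of tested genes against position on chromosome 5 (horizontal axis, GRCh38, Mb), from 10 Mb before HNRNPH1 to the end of the arm. The diamond is HNRNPH1 at -0.80, and the line is the median of -0.13 over the 32 genes on its telomeric side.

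Gene expression was then compared across all tested genes, at an adjusted p under 0.01 and a fold change over 1.5. With these thresholds, 2924 genes differed between knockout and control, of which 1805 were higher and 1119 lower in the knockout. In 2922 of these genes the 3 values of one group all lay above the 3 of the other. Across all tested genes that share was 63.5%, where chance gives 10%. The fold change minimum had the largest effect on the count. Without it 8315 genes passed (3994 higher and 4321 lower), and a test against the 1.5-fold change itself (glmTreat) left 1364. Calls were mostly higher in the knockout, at 61.7%. This share depended on the handling of GC content and transcript length. After each library's trend with both was removed, 1400 genes were higher and 1332 lower among 15159 genes, a share of 51.2%. The same genes without that step gave 61.3%. Removing the trend also shifted the median log2 fold change of the genes by -0.057. The lower share may therefore partly reflect a shift of all genes alike.

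By class, 1397 protein-coding genes were higher and 923 lower among 13017 tested. Among 2555 tested lncRNA genes, 315 were higher and 114 lower. Calls among the 220 tested snoRNA genes went the other way, with 5 higher and 34 lower. The share of all counts in snoRNA genes nonetheless rose, from 0.757% ± 0.0607 to 0.905% ± 0.0473 (SD, n = 3 each). The groups did not overlap in this share, so the calls do not show less snoRNA in total. Where genes overlap, the counts are uncertain, because the counting is not stated to use strand.

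The genes with the largest changes were taken from those with a mean of at least 5 CPM and separated groups. The 5 largest rises were in DDIT4L, DEPP1, C3, FER1L4 and NDRG1, with log2 fold changes of 3.72 (SE 0.101), 3.68 (SE 0.068), 3.17 (SE 0.106), 2.66 (SE 0.160) and 2.61 (SE 0.028). Adjusted p ranged from 4.4e-18 for NDRG1 to 8.9e-07 for FER1L4, a transcribed pseudogene. NDRG1 was the most abundant of them, at 92.4 ± 0.596 CPM in control and 564 ± 14.5 in knockout (SD, n = 3 each). DDIT4L rose from 2.55 ± 0.552 to 33.7 ± 0.974 CPM (SD, n = 3 each). The 5 largest falls were in EREG, SH2D5, RBM3, HGF and ADAMTS1, with log2 fold changes of -1.94 (SE 0.028), -1.63 (SE 0.100), -1.62 (SE 0.030), -1.55 (SE 0.073) and -1.54 (SE 0.028). EREG fell from 205 ± 2.89 to 53.6 ± 1.01 CPM (SD, n = 3 each), with an adjusted p of 1.1e-16.

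Next, the cell cycle genes that the study measured by qPCR in another glioblastoma line were compared. It also measured them by qPCR in U87 cells, and reported that HNRNPH1 expressed in the knockout restored all except STMN1. The study chose these 7 genes with the present libraries in hand, so they are not independent evidence. All 7 were lower in the knockout with an adjusted p under 0.01, and 6 passed the 1.5-fold minimum as well, both over all genes tested and adjusted over the list alone. ESPL1 and CCNF fell most, and their order was within error. ESPL1 went from 65.9 ± 0.592 to 27.3 ± 0.923 CPM (SD, n = 3 each). Its log2 fold change was -1.27 (SE 0.038), with an adjusted p of 2.8e-13, against -1.26 (SE 0.044) for CCNF. Without knockout replicate 3 the order reversed, at -1.29 for ESPL1 and -1.30 for CCNF. AURKB fell from 77.4 ± 2.24 to 35.4 ± 1.17 CPM (SD, n = 3 each), with a log2 fold change of -1.13 (SE 0.037) and an adjusted p of 8.0e-13. CCNF, MYBL2, PRC1 and UBE2S had log2 fold changes of -1.26, -0.96, -0.83 and -0.65. STMN1 changed by -0.44 (SE 0.029) on the log2 scale, with an adjusted p of 2.2e-09, and did not reach 1.5-fold. The count of 6 became 7 without a fold change minimum and 5 in the test against the 1.5-fold change.

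UHRF2, whose total mRNA the study also compared, lies on the plus strand of chromosome 9 at 6413151 to 6507054 (GRCh38). It fell from 38.5 ± 1.26 to 28.0 ± 1.09 CPM (SD, n = 3 each), with a log2 fold change of -0.46 (SE 0.046) and an adjusted p of 4.1e-07. The fall was larger than the spread between replicates but under 1.5-fold. A count per gene does not separate its splice forms, which were not analysed here. CCND1, which encodes cyclin D1, fell from 605 ± 10.7 to 321 ± 4.27 CPM (SD, n = 3 each), with a log2 fold change of -0.92 (SE 0.025) and an adjusted p of 1.1e-13. CDKN1A had a log2 fold change of 0.59 (SE 0.031) and an adjusted p of 1.8e-10. It stood at the 1.5-fold minimum and was under it in 8 of 12 alternative analyses. VEGFA rose by 0.30 (SE 0.028) on the log2 scale, with an adjusted p of 1.3e-07, and did not reach 1.5-fold.

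**Figure D3:**
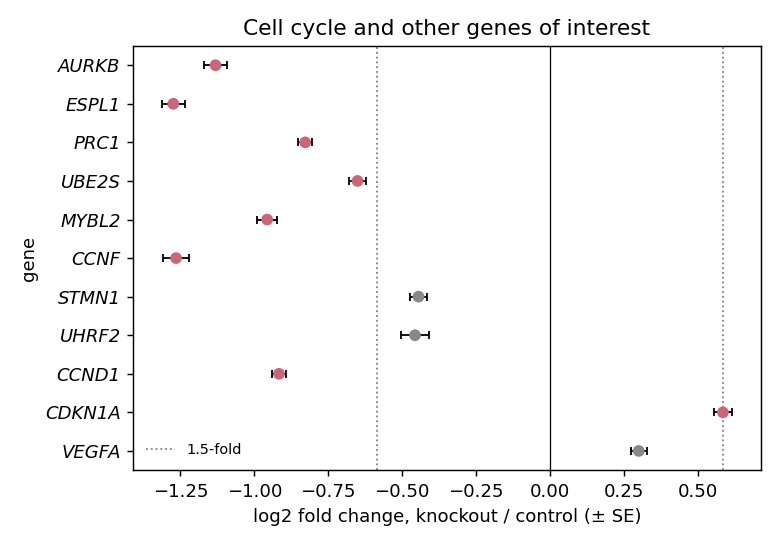
Log2 fold change of knockout over control (horizontal axis, points with whiskers of 1 SE, n = 3 per group) for the 7 qPCR genes, UHRF2, CCND1, CDKN1A and VEGFA. Coloured points passed both thresholds, grey points did not, and dotted lines mark 1.5-fold. STMN1 at -0.44 and UHRF2 at -0.46 lie inside the lines.

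To address gene programmes, 8 lists of genes were compared with all other tested genes by camera with a preset correlation of 0.01. Some cover programmes that the study's text names, such as G2/M, hypoxia, and TNF and NF-kB. Others, including histone genes, p53 targets and interferon response, are not named there and were chosen here. Adjusted p below are Benjamini-Hochberg values over the 8 lists. The G2/M list had a median log2 fold change of -0.82 over 54 tested genes (adjusted p = 2.0e-70). All 54 had a negative value, and 45 were called lower (46 when adjusted over the list alone). Upper quartile scaling moved this median most, to -0.75. One of the 7 qPCR genes, AURKB, is in this list. The S phase list had a median of -0.70 over 43 genes, with 42 negative and 28 called lower over all genes and adjusted over the list alone (adjusted p = 5.9e-32). Replication-dependent histone genes, whose transcripts mostly lack poly(A) tails, had a median of -0.94 over 63 genes (adjusted p = 4.1e-101). All 63 had a negative value, and 60 were called lower both over all genes and adjusted over the list alone, although many are near-identical copies whose counts can be exchanged. The ribosome biogenesis list had a median of -0.59 over 40 genes, and 21 were called lower in both adjustments (adjusted p = 6.0e-27). This list also holds genes of other growth processes, such as SRM, CAD, CDK4, SLC19A1 and ODC1, which fell most at -1.40. Its median therefore does not describe ribosome biogenesis alone.

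Among the lists that rose, hypoxia had the largest median, 1.12 over 39 genes (adjusted p = 1.5e-108). All 39 genes had a positive value, and 31 were called higher over all genes and adjusted over the list alone. The p53 target list had a median of 0.39 over 38 genes, with 29 positive, 12 called higher and 0 called lower (adjusted p = 2.3e-06). The TNF and NF-kB list had a median of 0.31 over 33 genes, with 24 positive, 11 called higher and 1 called lower (adjusted p = 0.000134). The interferon response list had a median of 0.32 over 34 genes, with 24 positive, 13 called higher and 2 called lower (adjusted p = 0.0137). For these 3 lists the counts adjusted over the list alone were identical. All 8 lists also passed by fry, a rotation test, at adjusted p of at most 1.1e-05. Unlike camera, fry does not compare a list with the other genes. With 8315 of all tested genes at an adjusted p under 0.01 by edgeR, it is easily passed here. With the correlation estimated from the data, 6 lists passed at 0.05, and the p53 and interferon lists did not (adjusted p = 0.0511 for both).

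**Figure D4:**
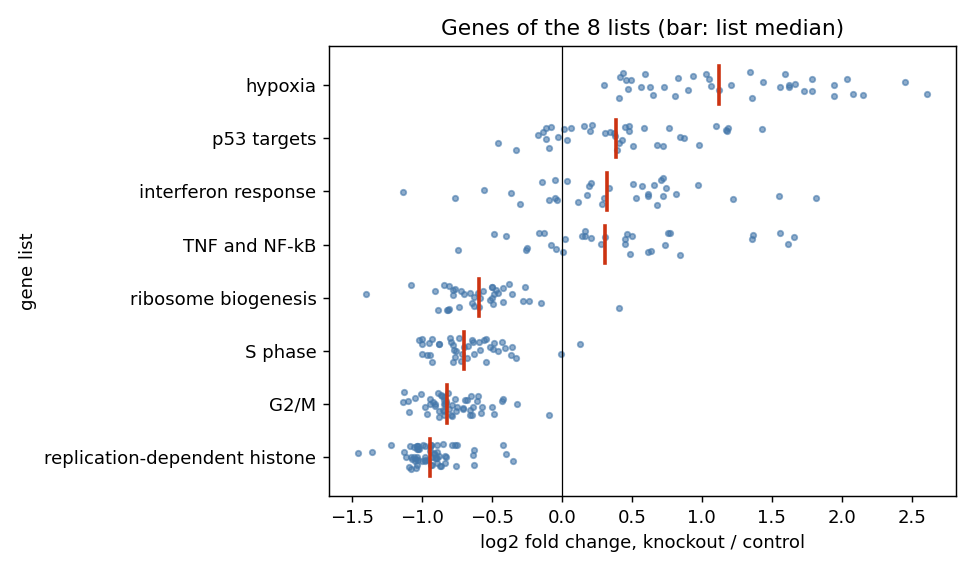
Log2 fold change of knockout over control (horizontal axis) for the tested genes of 8 lists (vertical axis); points are genes and bars are list medians. Medians ran from -0.94 for replication-dependent histone genes to 1.12 for hypoxia genes, and all 39 hypoxia genes lie above 0.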

Values the study reported

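The study reported that knocking out HNRNPH1 in U87 cells changed the expression of 2246 genes, at an adjusted p under 0.01 and a fold change over 1.5. Of these, 834 were reported to be bound by HNRNPH1. In the same cells, gene set enrichment analysis was reported to give 20 sets enriched and 6 lowered in the knockout. After HNRNPH1 knockdown in the patient-derived line G62, the study reported 1513 changed genes, of which 345 were shared with U87.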

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

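The GC and length fits and those of protein-coding genes were chosen only after the result was seen. HNRNPH1 kept its direction and its side of the thresholds in all 12 alternatives, with log2 fold changes between -0.83 and -0.73. UHRF2 ranged from -0.51 to -0.39 and stayed under 1.5-fold in its 12 alternatives. The 8 list medians kept their direction in all 14 alternatives of each list. Only camera with an estimated correlation changed calls among the lists, for the p53 targets (median 0.39, adjusted p = 0.0511) and the interferon response (median 0.32, adjusted p = 0.0511). Over all alternatives, adjusted p ranged from 1.1e-08 to 0.0511 for p53 targets and from 3.7e-07 to 0.0511 for the interferon response. The 3.7e-07 came from fry, which does not compare a list with the other genes. The medians themselves do not depend on the set test, and the cause of the larger p was not tested.

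The number of differentially expressed genes moved over 1.5 times only with the fold change criterion, as follows from its construction. With no fold change minimum there were 8315 genes, 3994 higher and 4321 lower, against 2924, 1805 and 1119. With glmTreat there were 1364, 833 higher and 531 lower, all of them among the 2924. Under the other settings the count lay between 2315 and 3387, and DESeq2 gave 2904, of which 2726 were shared. The 6 fits that each left out one library gave from 2711 to 2815 genes, from 1623 to 1705 higher and from 1088 to 1110 lower, and shared from 2556 to 2629 genes with the 2924. Protein-coding genes tested alone gave 2342 calls, fewer because fewer genes were tested.

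Upper quartile scaling raised the median log2 fold change of all genes by 0.07 and the share of calls that were higher from 61.7% to 70.2%. Removal of the GC and length trend shifted the median by -0.057 and lowered that share to 51.2%. It gave 2732 calls, of which 2397 were among the 2924. Higher calls thus stayed the larger share under upper quartile scaling and under the size factors of DESeq2 (62.4%).

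The replicate numbers did not pair the samples. Libraries with the same number had correlations of 0.080, -0.005 and -0.002 between their deviations from the group means. With the number as a block, 2841 genes were called, of which 2797 were shared, and no call changed among the lists, HNRNPH1 and UHRF2.

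Among the other 24 named genes, the call at both thresholds changed in 8 of 288 comparisons, all weaker and all in CDKN1A, whose log2 fold change fell under the 1.5-fold minimum. The lowest were 0.49 with the GC and length trend removed and 0.55 without knockout replicate 3. HNRNPH3 and GRSF1, under 1.5-fold throughout, also lost an adjusted p under 0.01 in some alternatives, with values up to 0.0243 and 0.308. The median of the genes telomeric of HNRNPH1 ranged from -0.14 to -0.06 over 9 alternatives, with two-sided p between 0.101 and 0.508. It was -0.06 without control replicate 2.

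Depth limited genes with low counts. Of the 213 genes called more than 4-fold higher, 18 had at most 3 counts in every control library, so their fitted fold changes depend on the prior count.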

Other observations

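The tests of abundant RNAs, of snoRNA length, of snoRNA host genes by class, of lncRNA position by RefSeq, of expression-matched genes, of low-count genes and of unedited cells were chosen only after the result was seen, and in the tests of TXNIP and ARRDC4, of all snoRNA host genes, of the core proteins and of genomic DNA, the criterion for excluding the explanation was changed after the values were seen. The remaining tests were chosen before their own result was seen.

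Of the 10 splits of the 6 libraries into equal groups, 1 gave as many as 2924 genes, and it was the real one. The other 9 gave 0 genes, with 122 to 153 genes at an unadjusted p under 0.05 against 10713 for the real split. Each of the 9 mixes knockout and control libraries, so the group difference widens the spread within its groups and lowers these counts. With 10 splits, the share cannot go below 1 in 10, so chance and group cannot be told apart by this count alone. Several technical sources of the difference were tested. After every library was thinned to the smallest total there were 2903 calls, 2821 of them shared. The larger share of RN7SL1, RN7SL2 and RN7SK in the knockout shifted the share left to all other genes by -0.057 on the log2 scale, in a single direction and far under 1.5-fold. Removal of the GC and length trend left 2732 calls, with 2397 shared. The chromosome with the largest median was 13, at -0.11, which is under the 0.26 set beforehand for the gain or loss of a whole chromosome. These values argue against each of the 4 as the whole source. An unlabelled difference in culture or library preparation between the groups would be confounded with the knockout, and stays open.

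Cutting the genome can itself alter expression. The p53 target list, at a median of 0.39 with 12 genes called higher, met what was set beforehand for a p53 response to cutting. Such a response may contribute to the lower cell cycle lists. The study, however, reported that HNRNPH1 expressed in knockout U87 cells restored the cell cycle genes it measured, except STMN1. It also reported lower G2/M checkpoint and E2F target sets in G62 after siRNA knockdown, which used no Cas9. Neither experiment was analysed here. The interferon response list, at a median of 0.32 with 13 called higher and 2 lower, likewise met what was set for a response to the delivered RNA or Cas9. Both lists failed at 0.05 with an estimated correlation. The control cells received a control guide, and whether it cuts the genome is not stated, so a response to cutting and a response to the loss of HNRNPH1 remain open for both lists.

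HNRNPH1 RNA stood at 57.6% of control in the knockout. A loss of the chromosome arm beyond HNRNPH1 was set to show as a median under percentile 5 of the random windows, and the observed percentile was 9.03, which argues against a loss in most cells. A loss in a small share of cells is below what this test can detect. If unedited cells alone set the HNRNPH1 level and kept the control level of every RNA, no abundant RNA would fall below that same share of control. Among 10692 genes with at least 5 CPM in control, 410 fell below it, 239 of them by over 2 standard errors, and EREG stood at 26.1%. Whether unedited cells kept that profile beside edited ones was not measured, so for the remaining HNRNPH1 RNA, unedited cells and transcripts from edited alleles cannot be told apart.

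The hypoxia list had the largest median of the 8 lists, and 9 of the 20 genes with the smallest p belong to it. VEGFA, which the study used to mark hypoxic tumour regions, rose least of the 39 genes at 0.30, where the next lowest was 0.41 and the highest, NDRG1, was 2.61. A medium poorer in glucose would lower TXNIP and ARRDC4. They rose by 0.37 (adjusted p = 5.8e-09) and 0.31 (adjusted p = 1.1e-05), a mean of 0.34. The criterion set beforehand for excluding glucose depletion, a rise over 1.5-fold in both, was not met. Both nonetheless moved opposite to what depletion requires, by more than their spread, which argues against it on a criterion set afterwards. A denser culture, with less oxygen at the cell layer, would lower YAP targets. Their median was 0.091 over 19 tested genes, and 10 had a positive value, with 3 called higher and 1 lower. Camera gave a p of 0.415 for this list, camera with an estimated correlation 0.568, and fry 0.0264. With members going both ways, culture density and an effect of the knockout cannot be told apart. Hypoxia genes responding to HNRNPH1 loss remains a hypothesis, and oxygen was not measured here.

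Genes with few counts were mostly higher in the knockout. In the 1302 protein-coding genes with the lowest mean counts, 10% of all (5.67 to 55.0 per library), the median log2 fold change was 0.55, with 339 called higher and 23 lower. In equal groups of genes with means above 837 counts, medians lay between -0.10 and -0.05. The lowest group had a median of 0.61 with upper quartile scaling and 0.55 with DESeq2, and between -0.19 and 0.24 in the 9 other splits of the libraries. Those splits mix both groups unequally and so carry part of the group difference. Removal of the GC and length trend left a median of 0.50 over 1222 genes, against 0.58 for the same genes without it, so that trend is not the whole source. Genomic DNA in the knockout libraries was tested with olfactory receptor genes. Their summed counts rose from 1.78 ± 0.355 to 3.18 ± 0.518 CPM (SD, n = 3 each), a log2 ratio of 0.83. This met the criterion for genomic DNA that was set before the sum was seen, so a bound on its amount was added afterwards. Only 42 of these genes held the 776 counts, where an even spread would reach 340. The rise allows 0.195 counts per gene at the median transcript length of the lowest group, whose median rise was 8.84 counts. By that later bound, genomic DNA falls short as the source of the rise. Unspliced or intergenic RNA may also raise low counts, and could not be separated here.

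The excess of higher calls among lncRNA genes (73.4% of calls) may follow from their low counts. Protein-coding genes drawn 10000 times to match them on expression had a median log2 fold change of 0.37 (central range of draws 0.34 to 0.42), above the 0.088 of the lncRNA genes, and 87.4% of their calls were higher. Reads from introns of other genes would raise lncRNA genes inside protein-coding genes. By RefSeq position, 377 such genes had a lower median than 1201 genes outside, with a difference of -0.093 (two-sided permutation p = 0.0183), which argues against that source. By GENCODE position and strand, the difference was -0.22, but only 38.2% of the tested lncRNA genes had a position there, so that test decides nothing.

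Box C/D and box H/ACA snoRNA genes moved apart. The 112 tested SNORD genes had a median log2 fold change of -0.55, with 0 called higher and 28 lower. The 108 SNORA genes had a median of 0.07, with 5 higher and 6 lower. Most lie in introns of host genes. Over 179 snoRNA genes with a tested host, the median of snoRNA minus host was -0.059, and the hosts had a median of -0.19. Taken as 1 class, this met what was set beforehand for host expression as the source, but the classes went opposite ways. For 83 SNORD genes in 44 hosts it was -0.32 (100% of 10000 resamples of hosts below 0), and for 96 SNORA genes it was 0.28 (0.12% below 0). Lower host expression therefore falls short as the source of the SNORD decrease. Loss of short RNA during library preparation was also tested, since the median SNORD gene has 77.5 bases and the median SNORA gene 135. Other RNA genes under 200 bases had a median of 0.085, and 129 under 100 bases, 124 of them tRNA genes, one of 0.042. The set under 100 bases was limited to chosen classes that leave out miRNA. It is thus nearly all tRNA and does not test miRNA. Under 200 bases, 45 miRNA and 4 vault RNA genes had medians of -0.074 and -0.080, and every other class had a positive one. These values argue against a general loss of short RNA, although tRNA is folded and modified and may be recovered differently. The RNA of 4 box C/D core proteins (FBL, NOP56, NOP58 and SNU13) and of 4 box H/ACA core proteins (DKC1, NHP2, NOP10 and GAR1) had means of -0.47 and -0.46, a difference of -0.0035 (exact two-sided permutation p = 1.0). In each class 3 of the 4 fell, while SNU13 at -0.06 and NOP10 at -0.04 hardly moved (edgeR adjusted p = 0.157 and 0.397). Those 8 genes were chosen after the snoRNA pattern was seen and before their values were. An effect of HNRNPH1 loss on box C/D snoRNA remains a hypothesis.

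Large changes were also unequal in direction, with 213 genes called over 4-fold higher and 2 over 4-fold lower, but 23 of the 213 had at least 5 CPM in the knockout. Among the 11036 genes with at least 5 CPM in either group, 68 were called over 3-fold higher and 5 over 3-fold lower, and 235 and 133 were called over 2-fold higher and lower. The 2 genes over 4-fold lower, named after their values were seen, were KRT82 and PIK3C2G. KRT82 had a log2 fold change of -2.01 (SE 0.289). PIK3C2G had 0 counts in all 3 knockout libraries and 10, 13 and 11 in the controls, which makes it at least 3.59-fold lower when 3 counts are taken as the floor.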
